A study of Homo sapiens with 15 samples. Its data were reported in "The cell fate regulator NUPR1 is induced by Mycobacterium leprae via type I interferon in human leprosy" (2019).

How the data were processed

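RNA was sequenced from human monocyte-derived macrophages of 5 healthy donors at 2, 6 and 24 h after IFN-β, which gave 15 libraries. The authors aligned 100 bp single-end reads from poly-A selected RNA to GRCh37 (hg19) with TopHat2 2.0.6 and Bowtie2 2.0.2 and obtained raw counts per gene with HTSeq, whose version is not given in the sources used here. The deposited values are these counts, whole numbers without normalization, with 1 column per library. Neither the annotation release nor whether counting used strand is stated, so overlapping and antisense genes cannot be told apart, and reads shared between close copies are uncertain. No media controls are among the samples.

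The count tables held 57321 rows. Y-linked genes, XIST and TSIX (502 rows) were removed before any test, which left 56819. Positions came from GENCODE on GRCh37, where 51559 identifiers with 98.4% of the counts had an entry. Dates stood in place of 28 symbols, which were restored from their identifiers. All columns belonged to the samples, and 0 columns of other samples were left out.

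Genes were kept by filterByExpr, scaled by TMM and fitted with edgeR 4.0.16 in R 4.3.3, with time and a donor block in 1 quasi-likelihood model over all 15 libraries (8 residual degrees of freedom, biological coefficient of variation 21.5%). The 3 contrasts were 6 h against 2 h, 24 h against 6 h and 24 h against 2 h, with Benjamini-Hochberg adjustment over 15668 genes. A gene was called at an adjusted p under 0.05. The SE of a log2 fold change was worked back from its test, as the absolute change divided by the square root of the F statistic. Changes at any time were tested with both time coefficients together. CPM used TMM-scaled totals, and log2 CPM a pseudocount of 0.5. Library measures and NUPR1 differences within donors were tested with an exact sign-flip permutation test, for which 5 donors allow no p under 0.0625. The fit was tested on simulated data with known changes in 200 genes. Far more genes were called in the real data, where the adjusted threshold is therefore less strict. The recovery rates hold for the simulated setting only. Depth was 26885662 to 61390989 counts per library, so that the precision of a mean is set by the spread between donors except near the floor. A floor of 3 counts over a group of 5 libraries, which covers counting error only, was used where a group had no counts, and an exact 95% binomial interval where it had 1 to 3.

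Replicates 1 to 5 stand for the same donor at every time. The same donors, as the source labels give them, were paired across times. The deviations of a donor from the time means correlated between times by 0.0798 to 0.522 (median 0.362), against a median of -0.113 between donors. Since the time means come from the same libraries, positive values within donors pull those between donors negative by construction. The ranges overlap: the highest value between donors was 0.141, above the lowest within a donor, that of replicate 5 between 2 and 24 h. No 2 libraries of a time were copies, with a chi-square per gene of at least 78.5.

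The 36 gene lists, with 699 members of which 698 were matched, were fixed before the data were examined, as were the tests, all alternatives but 1 and the rule for named genes. Camera in limma 3.58.1 with a correlation of 0.01 tested each list of at least 3 tested genes against all other genes, with an estimated correlation and fry as alternatives. The rule named NUPR1 and 13 genes of the study's pathways and, for each contrast, the 10 largest rises and 10 largest falls among called genes with the same direction in all 5 donors and at least 10 CPM at the higher time. From each list it took up to 2 members that rose and 2 that fell with the smallest p. Some genes that the rule names are not reported here. HSPA5, CD68 and CSF3R lie outside this rule and were chosen after their values were seen. The other alternatives were no donor block, only the 2 times compared, DESeq2 1.42.0 size factors or its Wald test, upper quartile scaling, limma-voom, other filters and thresholds, other pseudocounts, totals without mitochondrial and ribosomal protein genes, and leaving out each donor and each library.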

Results

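The series measured messenger RNA by sequencing in human monocyte-derived macrophages that were stimulated with recombinant IFN-β, a type I interferon. CD14+ monocytes from 5 healthy donors were cultured for 5 days with M-CSF at 50 ng/ml, a growth factor that turns monocytes into macrophages, and then received IFN-β at 285 u/ml. Cells from every donor were taken after 2, 6 and 24 h, which gives 15 libraries, 5 at each time. No unstimulated library is among the samples, so every comparison is between 2 times of stimulation in the same donors, and time in culture changes together with time of stimulation. Total counts per library ranged from 26885662 to 34250141 at 2 h, from 33334497 to 61390989 at 6 h and from 36074634 to 50717010 at 24 h. Expression is given in CPM, counts relative to the scaled library total, as mean ± SD over n = 5 donors unless another unit is named. Of the 56819 rows kept, 15668 genes had enough counts to be tested.

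The libraries separated by time. On log2 CPM, the first principal component held 54.7% of the variance and the second 24.3%, and the 15 libraries formed 3 groups on them, 1 for each time. The share of counts from mitochondrially encoded protein-coding genes fell from 3.21 ± 0.40% at 2 h to 2.26 ± 0.479% at 6 h and 1.39 ± 0.197% at 24 h. It was lower at each later time in all 5 donors (exact sign-flip permutation test, two-sided, p = 0.0625 for each step, the smallest that 5 donors allow). Genes of the antiviral interferon-stimulated list took 2.2 ± 0.141%, 6.52 ± 0.549% and 5.9 ± 0.461% of counts at 2, 6 and 24 h. One library, 24 h replicate 5, had a median Spearman correlation of 0.961 with the other 24 h libraries, against 0.983 to 0.987 for the other 4, and it lay apart on component 3, which held 5.32% of the variance.

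**Figure D1:**
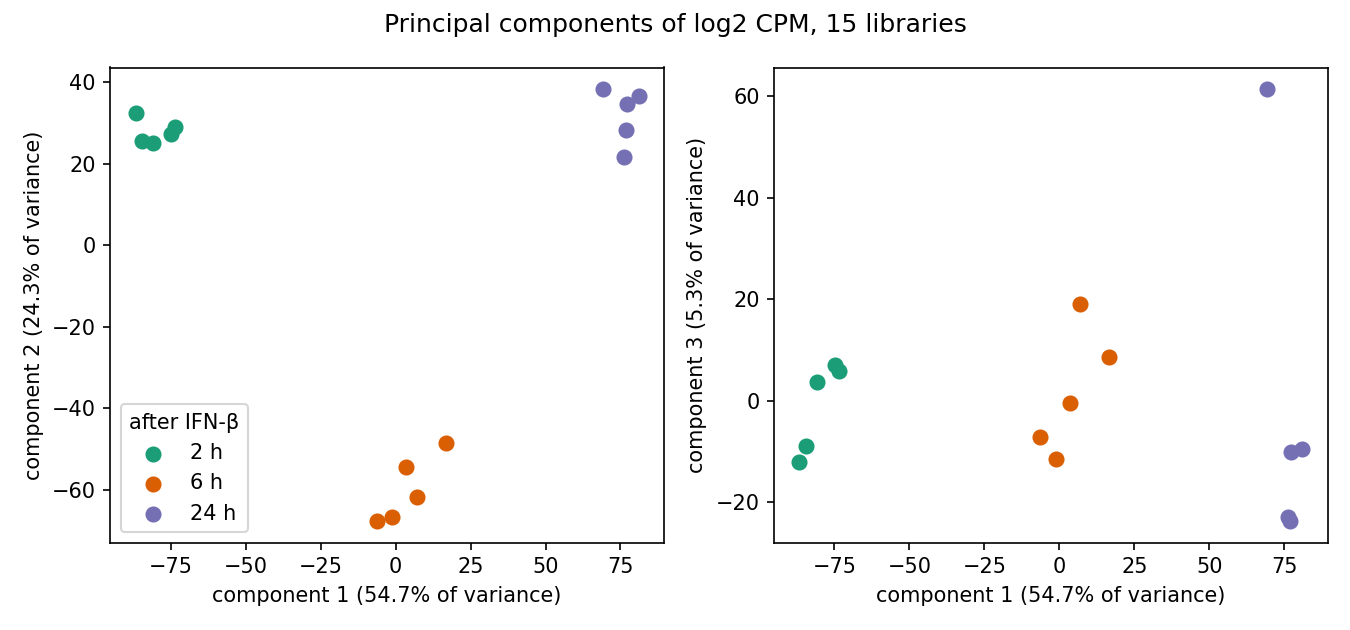
Each point is 1 of the 15 libraries on principal components 1, 2 and 3 of log2 CPM over 15668 genes, coloured by time after IFN-β. The times form separate groups on the components with 54.7% and 24.3% of the variance, and 1 library at 24 h lies apart on component 3.

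NUPR1, the gene that the study followed, encodes a small stress-response protein that binds chromatin. It is ENSG00000176046 in the count tables and lies on chromosome 16 at 28544029 to 28550329 on the minus strand (GRCh37). The annotation places a long non-coding RNA gene on the same strand over 16.5% of its exonic bases, so reads in that part are uncertain. NUPR1 was at 9.54 ± 3.50 CPM at 2 h, 149 ± 43.0 CPM at 6 h and 559 ± 166 CPM at 24 h. The log2 fold change was 3.96 from 2 to 6 h (SE 0.31, edgeR adjusted p = 1.87e-07), 1.96 from 6 to 24 h (SE 0.28, edgeR adjusted p = 5.00e-05) and 5.92 from 2 to 24 h (SE 0.34, edgeR adjusted p = 5.57e-09). Within donors, the log2 difference averaged 3.94 ± 0.53 for the first step, 1.89 ± 0.66 for the second and 5.83 ± 0.98 for both together. It was above 0 in all 5 donors at each step (exact sign-flip permutation test, two-sided, p = 0.0625, the smallest that 5 donors allow). The 3 ranges of CPM did not overlap, with values from 4.98 to 12.9 at 2 h, from 105 to 220.0 at 6 h and from 365 to 787 at 24 h.

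**Figure D2:**
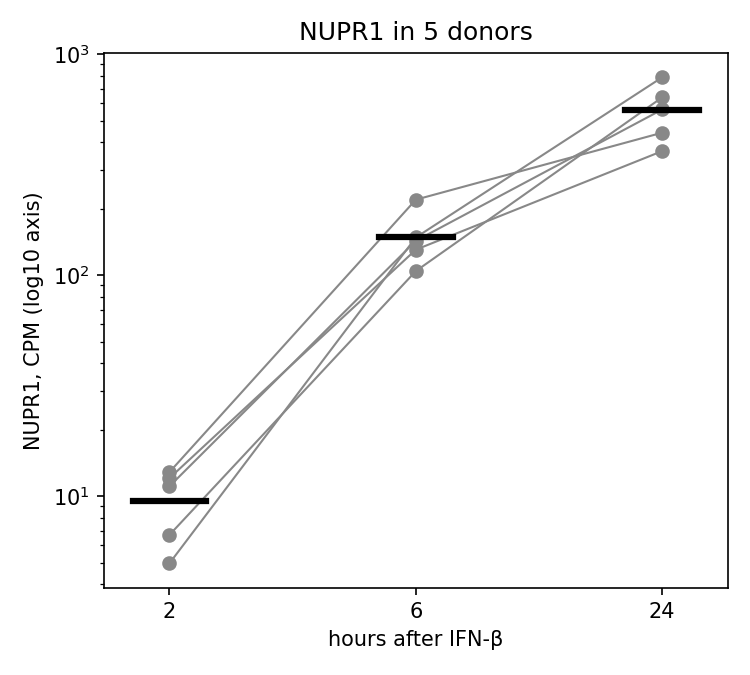
NUPR1 in CPM on a log10 axis against hours after IFN-β, with 1 line per donor and a black bar for the mean of 5 donors. Every line rises at both steps, from 4.98 to 12.9 CPM at 2 h to 365 to 787 CPM at 24 h.

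Between 2 and 6 h, 38 of 40 antiviral genes, 15 of 20 sensor genes and 19 of 21 genes of MHC class I presentation were called higher, while 18 of 23 immediate early, 22 of 24 cholesterol synthesis and 22 of 26 cell cycle genes were called lower. Every one of these lists loses its camera call when the correlation between genes is estimated from the data. In the integrated and ER stress list 14 of 21 genes were called higher and 5 lower, and its camera call is lost in the same way. Of 15668 genes, 4984 were higher and 5033 lower at 6 h than at 2 h (edgeR adjusted p under 0.05), and 1205 and 1347 of these changed at least 3-fold. On simulated data of this comparison with 15499 genes, the fit made 3 false calls. It recovered 14.9% of genes changed 1.5-fold, 53.8% of genes changed 2-fold and 90.9% of genes changed 4-fold. Only 200 genes were changed there, against 4984 and 5033 called here, so these rates are not those of the real data.

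Among the antiviral interferon-stimulated genes, 38 of 40 rose, 0 fell and 2 were not called (38 up and 0 down adjusted over the list alone, camera adjusted p = 6.05e-24 and 0.0991 with estimated correlation). HERC5, the ligase that attaches ISG15 to proteins, rose from 106 ± 24.5 to 829 ± 46.6 CPM. ISG15 itself rose from 576 ± 101 to 2896 ± 565 CPM, and OASL, which enhances RNA sensing by RIG-I, rose from 332 ± 66.5 to 1118 ± 89.5 CPM. IFITM1, a membrane protein that hinders viral entry, rose from 10.5 ± 1.36 to 139.8 ± 23.5 CPM. Among the receptor, JAK-STAT and IRF genes, 9 of 18 rose, 6 fell and 3 were not called (9 up and 6 down adjusted over the list alone, camera adjusted p = 0.0278 and 0.468 with estimated correlation). JAK2 rose with a log2 fold change of 2.70 and the repressor ETV7 with 3.53, while IRF8, a factor of monocyte development, fell by 2.61 on the log2 scale. IRF7, which drives interferon genes, rose from 194 ± 14.7 to 392 ± 40.0 CPM. Genes that damp interferon signalling split: 6 of 13 rose, 5 fell and 2 were not called (6 up and 5 down adjusted over the list alone, camera adjusted p = 0.989). USP18, which removes ISG15 and blocks the receptor, rose from 82.2 ± 11.4 to 448 ± 43.1 CPM, whereas SOCS3, an early inhibitor of cytokine receptors, fell from 977 ± 196 to 42.6 ± 18.9 CPM.

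Among sensors of nucleic acids and microbes, 15 of 20 rose, 1 fell and 4 were not called (15 up and 1 down adjusted over the list alone, camera adjusted p = 2.24e-07 and 0.262 with estimated correlation). ZBP1, which senses unusual nucleic acid structures, rose from 0.301 ± 0.0982 to 23.9 ± 10.4 CPM and NOD2, a sensor of muramyl dipeptide, from 8.67 ± 3.04 to 117 ± 14.8 CPM. TLR8 fell by 1.37 on the log2 scale. In the list of guanylate binding and related GTPase genes, 9 of 10 rose, 0 fell and 1 was not called (9 up and 0 down adjusted over the list alone, camera adjusted p = 1.37e-04 and 0.262 with estimated correlation). GBP4 rose from 72.7 ± 16.5 to 1143 ± 312 CPM. For MHC class I presentation, 19 of 21 rose, 0 fell and 2 were not called (19 up and 0 down adjusted over the list alone, camera adjusted p = 9.82e-06 and 0.257 with estimated correlation). The immunoproteasome subunit PSMB9 rose from 18.5 ± 4.71 to 109.8 ± 26.5 CPM, and NLRC5, the class I transactivator, had a log2 fold change of 2.21. Most MHC class II and costimulation genes were not called at this step: 4 of 18 rose, 1 fell and 13 were not called (4 up and 1 down adjusted over the list alone, camera adjusted p = 0.648). CD40, a receptor for T cell help, was an exception with a log2 fold change of 2.79.

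Genes of cell death and autophagy were among the questions of the study. In the apoptosis and death receptor list, 19 of 32 rose, 7 fell and 6 were not called (19 up and 7 down adjusted over the list alone, camera adjusted p = 7.19e-04 and 0.211 with estimated correlation). TNFSF10, which encodes the death ligand TRAIL, rose from 101 ± 20.3 to 1958 ± 685 CPM. TRADD, an adaptor of the TNF receptor, rose from 10.8 ± 1.66 to 43.0 ± 9.12 CPM. BCL2A1, which protects from apoptosis, fell by 1.35 on the log2 scale. In the autophagy list, 20 of 38 rose, 10 fell and 8 were not called (20 up and 11 down adjusted over the list alone, camera adjusted p = 0.0766), so the list was not called. ATG13 and ULK1, which start autophagy as parts of 1 kinase complex, rose with log2 fold changes of 0.79 and 0.90, and ATG4D, a protease that processes LC3-family proteins, rose with 0.75. AMBRA1, another initiation factor, rose from 11.2 ± 0.653 to 64.2 ± 11.96 CPM, while ATG7 fell from 97.5 ± 6.58 to 17.8 ± 7.11 CPM. Among pyroptosis and necroptosis genes, 5 of 11 rose, 4 fell and 2 were not called (5 up and 4 down adjusted over the list alone, camera adjusted p = 0.613). GSDMD, the pore former, rose with a log2 fold change of 2.06.

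Stress and metabolic genes also moved. In the integrated and ER stress list, 14 of 21 rose, 5 fell and 2 were not called (14 up and 5 down adjusted over the list alone, camera adjusted p = 0.00383 and 0.262 with estimated correlation). ASNS, which makes asparagine, rose from 2.26 ± 0.640 to 39.7 ± 9.32 CPM, and PSAT1, an enzyme of serine synthesis, rose from 0.499 ± 0.590 to 24.0 ± 10.9 CPM. Tryptophan, arginine and nucleotide enzymes mostly rose: 10 of 16 rose, 3 fell and 3 were not called (10 up and 3 down adjusted over the list alone, camera adjusted p = 1.67e-04 and 0.262 with estimated correlation). NT5C3, a nucleotidase, rose with a log2 fold change of 3.86, and NAMPT, which makes NAD, fell by 2.28 on the log2 scale. In the glycolysis and hypoxia list, 14 of 25 rose, 3 fell and 8 were not called (14 up and 3 down adjusted over the list alone, camera adjusted p = 0.0443 and 0.584 with estimated correlation). Of the metallothioneins, which bind zinc, 6 of 7 rose, 0 fell and 1 was not called (6 up and 0 down adjusted over the list alone, camera adjusted p = 0.00830 and 0.468 with estimated correlation). MT2A rose from 47.4 ± 12.4 to 230.3 ± 33.3 CPM. In the list of cytokines and TNF family ligands, 8 of 20 rose, 3 fell and 9 were not called (8 up and 1 down adjusted over the list alone, camera adjusted p = 0.0130 and 0.468 with estimated correlation). IL15, which sustains NK and memory T cells, had a log2 fold change of 3.35.

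The falls had their own groups. Of the immediate early genes, 2 of 23 rose, 18 fell and 3 were not called (2 up and 18 down adjusted over the list alone, camera adjusted p = 1.36e-08 and 0.0547 with estimated correlation). The AP-1 subunit FOSB fell from 750.1 ± 331 to 14.9 ± 9.52 CPM and the nuclear receptor NR4A1 from 155 ± 69.1 to 6.33 ± 3.50 CPM. Of the genes for cholesterol synthesis and LDL uptake, 0 of 24 rose, 22 fell and 2 were not called (0 up and 22 down adjusted over the list alone, camera adjusted p = 3.57e-11 and 0.0547 with estimated correlation). The mevalonate kinase gene MVK fell from 15.1 ± 3.06 to 1.54 ± 0.207 CPM. Of the cell cycle genes, 0 of 26 rose, 22 fell and 4 were not called (0 up and 22 down adjusted over the list alone, camera adjusted p = 1.07e-08 and 0.262 with estimated correlation). TOP2A, which untangles DNA in dividing cells, fell from 29.2 ± 12.7 to 1.27 ± 0.791 CPM. Among nuclear genes of oxidative phosphorylation, 2 of 25 rose, 19 fell and 4 were not called (2 up and 21 down adjusted over the list alone, camera adjusted p = 0.00852 and 0.685 with estimated correlation). The median log2 fold change of the list was -0.56. The largest rise of any gene that met the naming rule was that of PAX5, a B cell transcription factor, from 0.225 ± 0.142 to 72.0 ± 24.2 CPM, followed by RXFP1, a relaxin receptor, from 0.0525 ± 0.0210 to 16.7 ± 7.58 CPM. Among the largest falls were NEDD9, a scaffold of cell adhesion, which fell by 5.19, and ARC, an activity-induced gene, which fell by 5.02 on the log2 scale.

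From 6 to 24 h NUPR1 rose further, and several chemokine and complement genes rose late. In the antiviral list 9 of 40 genes were called higher and 15 lower. Falls were called for 21 of 25 glycolysis and hypoxia genes, 17 of 21 ER stress genes and 20 of 23 immediate early genes. Of these 3 lists, only the immediate early genes keep their camera call with an estimated correlation. Of 15668 genes, 4850 were higher and 4565 lower at 24 h than at 6 h (edgeR adjusted p under 0.05), and 1156 and 1162 changed at least 3-fold. Simulated data of this comparison with 15499 genes gave back 62.5% of genes changed 2-fold and 93.8% of genes changed 4-fold, with 5 false calls. Of genes changed 1.5-fold, 7.69% were recovered. Again only 200 genes were changed, so the rates hold for that setting only.

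In the antiviral interferon-stimulated list, 9 of 40 rose, 15 fell and 16 were not called (9 up and 15 down adjusted over the list alone, camera adjusted p = 0.920). RSAD2, which encodes the antiviral enzyme viperin, fell from 20278 ± 1771 to 8257 ± 1727 CPM, and the RNA-activated kinase gene EIF2AK2 fell from 631 ± 50.1 to 334 ± 48.9 CPM. ISG15 (log2 fold change -0.02) and HERC5 (-0.16) were not called, and neither were IRF7 (0.03), TRADD (-0.02) and ATG4D (0.29). OASL fell by 0.59 and USP18 fell by 0.54 on the log2 scale, while ATG13 and ULK1 rose by 0.30 and 0.67. IFI27, a mitochondrial interferon-induced protein, and IFITM1 still rose, to 573 ± 79.2 and 487 ± 44.9 CPM. In the receptor, JAK-STAT and IRF list, 6 of 18 rose, 3 fell and 9 were not called (6 up and 3 down adjusted over the list alone, camera adjusted p = 0.176). The receptor gene IFNAR1 rose with a log2 fold change of 1.73 and JAK1 fell by 0.89 on the log2 scale. Sensors split evenly: 7 of 20 rose, 7 fell and 6 were not called (7 up and 7 down adjusted over the list alone, camera adjusted p = 0.990). The GTPase list had 2 genes up and 5 down of 10 (2 up and 5 down adjusted over the list alone, camera adjusted p = 0.506). MHC class I presentation had 10 up and 4 down of 21 (10 up and 4 down adjusted over the list alone, camera adjusted p = 0.242). The list of negative regulators had 2 up and 6 down of 13 (2 up and 6 down adjusted over the list alone, camera adjusted p = 0.427).

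The late rises included secreted proteins. Among interferon-inducible chemokines, 9 of 14 rose, 2 fell and 3 were not called (10 up and 3 down adjusted over the list alone, camera adjusted p = 0.155). CXCL12, which attracts lymphocytes through CXCR4, rose from 2.59 ± 2.27 to 193 ± 114 CPM, and CCL5, which attracts T cells, rose from 65.2 ± 39.0 to 1161 ± 305 CPM. Among complement genes, 9 of 17 rose, 3 fell and 5 were not called (10 up and 3 down adjusted over the list alone, camera adjusted p = 0.0289 and 0.408 with estimated correlation). C1S, a protease of the classical pathway, rose from 2.18 ± 1.36 to 81.3 ± 19.0 CPM, and its partner C1R rose from 0.570 ± 0.428 to 26.1 ± 5.77 CPM, although C1R shares 14.3% of its exonic bases with the neighbouring C1RL. Most MHC class II and costimulation genes were again not called: 6 of 18 rose, 1 fell and 11 were not called (6 up and 1 down adjusted over the list alone, camera adjusted p = 0.268). CIITA, the class II transactivator, rose with a log2 fold change of 2.46. NR1H3, which encodes the sterol receptor LXRα, rose from 78.6 ± 32.3 to 635 ± 129 CPM within the lipid handling list, in which 4 of 18 rose, 5 fell and 9 were not called (4 up and 5 down adjusted over the list alone, camera adjusted p = 0.605). The largest rise under the naming rule was that of KCNJ10, a potassium channel, from 0.0200 ± 0.0447 to 24.5 ± 9.35 CPM. At 6 h its 5 libraries held 3 counts together, so the ratio of pooled CPM was 1891 with a 95% counting interval from 647 to 9172, which covers counting error only. All 3 counts lay in 1 library, and without it the ratio has no finite value.

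The falls included genes of metabolism, stress and the immediate early class. In the glycolysis and hypoxia list, 1 of 25 rose, 21 fell and 3 were not called (1 up and 21 down adjusted over the list alone, camera adjusted p = 2.70e-11 and 0.272 with estimated correlation). The glucose transporter genes SLC2A1 and SLC2A3 fell from 111 ± 49.2 to 1.27 ± 0.501 CPM and from 662 ± 247 to 11.7 ± 2.62 CPM, and LDHA, which makes lactate, fell by 2.53 on the log2 scale. In the integrated and ER stress list, 0 of 21 rose, 17 fell and 4 were not called (0 up and 17 down adjusted over the list alone, camera adjusted p = 3.25e-11 and 0.0506 with estimated correlation). ASNS, which had risen at 6 h, fell back to 3.61 ± 1.05 CPM, and XBP1, a factor of the unfolded protein response, fell by 2.44. Of the immediate early genes, 0 of 23 rose, 20 fell and 3 were not called (0 up and 20 down adjusted over the list alone, camera adjusted p = 1.37e-12 and 0.0323 with estimated correlation). KLF10, a TGF-β-induced factor, fell by 3.61 on the log2 scale. Among cholesterol synthesis genes, 4 of 24 rose, 16 fell and 4 were not called (4 up and 17 down adjusted over the list alone, camera adjusted p = 0.00361 and 0.362 with estimated correlation). INSIG1, a sterol-controlled gene, fell from 1502 ± 423 to 122 ± 35.4 CPM. Among inflammatory genes, TNF fell from 199 ± 75.7 to 23.8 ± 10.7 CPM and the neutrophil chemokine CXCL2 from 67.7 ± 38.6 to 9.36 ± 4.21 CPM. In the lists these belong to, 8 of 20 NF-kB targets fell and 6 rose (6 up and 8 down adjusted over the list alone, camera adjusted p = 0.605). Further, 3 of 6 neutrophil-attracting chemokines fell and 2 rose (2 up and 3 down adjusted over the list alone, camera adjusted p = 0.166). AKAP12, a scaffold of protein kinase A, had the largest fall under the naming rule and fell by 8.69 on the log2 scale.

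Over the whole course, from 2 to 24 h, 35 of 40 antiviral genes, 11 of 16 genes of tryptophan, arginine and nucleotide metabolism and 17 of 21 genes of MHC class I presentation were called higher. Lower calls were those of 22 of 23 immediate early, 23 of 24 cholesterol synthesis and 22 of 26 cell cycle genes. With an estimated correlation, only the immediate early and cholesterol lists keep their camera call. Of 15668 genes, 5570 were higher and 5465 lower at 24 h than at 2 h (edgeR adjusted p under 0.05), and 1790 and 1819 changed at least 3-fold. For this comparison, simulated data with 15505 genes gave back 72.7% of genes changed 2-fold and 92.3% of genes changed 4-fold, with 4 false calls. Of genes changed 1.5-fold, 27.3% were recovered. These rates too come from 200 changed genes and hold for that setting only.

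In the antiviral interferon-stimulated list, 35 of 40 rose, 1 fell and 4 were not called between 2 and 24 h (35 up and 2 down adjusted over the list alone, camera adjusted p = 1.36e-14 and 0.201 with estimated correlation). IFI6, which blocks viral replication at the ER, rose from 244 ± 44.2 to 3172 ± 864 CPM, and IFIT5 fell from 211 ± 22.0 to 114 ± 6.96 CPM. For the receptor, JAK-STAT and IRF list, 13 of 18 rose, 2 fell and 3 were not called (13 up and 3 down adjusted over the list alone, camera adjusted p = 0.00133 and 0.344 with estimated correlation). For the sensors, 14 of 20 rose, 2 fell and 4 were not called (14 up and 2 down adjusted over the list alone, camera adjusted p = 8.14e-05 and 0.355 with estimated correlation). AIM2, a sensor of cytosolic DNA, had a log2 fold change of 4.68. Guanylate binding genes had 6 of 10 up and 2 down (6 up and 2 down adjusted over the list alone, camera adjusted p = 0.0276 and 0.447 with estimated correlation). MHC class I genes had 17 of 21 up and 2 down (17 up and 2 down adjusted over the list alone, camera adjusted p = 2.96e-06 and 0.201 with estimated correlation). Metallothioneins had 7 of 7 up (7 up and 0 down adjusted over the list alone, camera adjusted p = 0.0287 and 0.509 with estimated correlation). PSME2, a proteasome activator, rose with a log2 fold change of 2.57. Apoptosis and death receptor genes had 20 of 32 up and 9 down (20 up and 9 down adjusted over the list alone, camera adjusted p = 0.0135 and 0.344 with estimated correlation). The death receptor gene FAS rose with a log2 fold change of 2.84. In autophagy, 23 of 38 rose and 7 fell (23 up and 7 down adjusted over the list alone, camera adjusted p = 0.00661 and 0.137 with estimated correlation). Over this span ATG13, ATG4D and ULK1 rose by 1.08, 1.05 and 1.57 on the log2 scale. TRADD rose by 1.96, HERC5 by 2.82, ISG15 by 2.30, USP18 by 1.92, IRF7 by 1.04 and OASL by 1.18.

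Tryptophan, arginine and nucleotide enzymes had 11 of 16 genes up and 3 down (11 up and 3 down adjusted over the list alone, camera adjusted p = 0.00683 and 0.383 with estimated correlation). IDO1, which breaks down tryptophan, rose from 7.28 ± 3.35 to 1694 ± 273 CPM. Complement genes had 9 of 17 up and 5 down (10 up and 5 down adjusted over the list alone, camera adjusted p = 0.0200 and 0.355 with estimated correlation). SERPING1, the C1 inhibitor, rose from 34.0 ± 6.39 to 631 ± 93.3 CPM. CD55, which protects cells from complement, fell from 52.6 ± 8.67 to 11.9 ± 3.48 CPM. In the vitamin D and antimicrobial list, 8 of 16 rose, 5 fell and 3 were not called (8 up and 6 down adjusted over the list alone, camera adjusted p = 0.348). CYP27B1, which makes active vitamin D, rose from 1.11 ± 0.824 to 62.5 ± 9.34 CPM, whereas VDR, its receptor, fell from 153 ± 31.4 to 31.3 ± 8.95 CPM. The cathelicidin gene CAMP held 3, 4 and 3 counts in all at 2, 6 and 24 h and was not tested. Among interferon-inducible chemokines, 9 of 14 rose, 5 fell and 0 were not called (9 up and 5 down adjusted over the list alone, camera adjusted p = 0.138), with CXCL11 at 44.8 ± 16.1 CPM at 2 h and 3285 ± 434 CPM at 24 h. CXCL13, a B cell chemokine that had no counts in the 5 libraries at 2 h, reached 48.5 ± 41.3 CPM. Pooled over the 24 h libraries on unscaled totals, its 12165 counts are at least 2905-fold above a floor of 3 counts over the 2 h group.

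Between 2 and 24 h, 22 of 23 immediate early genes fell (0 up and 23 down adjusted over the list alone, camera adjusted p = 7.68e-21 and 0.00882 with estimated correlation), and EGR3 went from 92.0 ± 31.6 to 0.230 ± 0.204 CPM. Cholesterol synthesis had 23 of 24 genes down (1 up and 23 down adjusted over the list alone, camera adjusted p = 1.53e-14 and 0.00905 with estimated correlation). Cell cycle genes had 22 of 26 down and 2 up (2 up and 22 down adjusted over the list alone, camera adjusted p = 1.05e-07 and 0.355 with estimated correlation). RRM2, which makes deoxynucleotides, fell from 41.8 ± 15.1 to 0.106 ± 0.0582 CPM, but PCNA, the DNA polymerase clamp, rose from 40.5 ± 9.81 to 107 ± 11.4 CPM. In glycolysis and hypoxia, 17 of 25 fell and 3 rose (3 up and 18 down adjusted over the list alone, camera adjusted p = 9.44e-04 and 0.383 with estimated correlation). In the integrated and ER stress list, 14 of 21 fell and 7 rose (7 up and 14 down adjusted over the list alone, camera adjusted p = 0.0208 and 0.355 with estimated correlation). Scavenger and uptake receptors had 13 of 23 down and 4 up (4 up and 13 down adjusted over the list alone, camera adjusted p = 0.0374 and 0.383 with estimated correlation). STAB1 fell from 4926 ± 503 to 978 ± 163 CPM. AXL, an uptake receptor, rose from 20.9 ± 12.1 to 211 ± 58.6 CPM. Lipid handling genes split into 7 up and 6 down of 18 (7 up and 6 down adjusted over the list alone, camera adjusted p = 0.234). FASN, the fatty acid synthase, fell from 235 ± 91.2 to 8.11 ± 3.33 CPM. Nuclear oxidative phosphorylation genes had 16 of 25 down and 4 up (4 up and 16 down adjusted over the list alone, camera adjusted p = 0.114). The list of macrophage and monocyte identity genes had 5 up and 9 down of 20 (5 up and 9 down adjusted over the list alone, camera adjusted p = 0.113). S100A9, a monocyte calcium-binding protein, fell from 364 ± 78.1 to 89.4 ± 26.3 CPM.

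Several other lists were not called by camera between 2 and 24 h. NF-kB targets had 7 up and 9 down of 20 (7 up and 9 down adjusted over the list alone, camera adjusted p = 0.512), while TNFAIP6 rose by 3.86 and TNF fell by 3.68 on the log2 scale. Cytokines and TNF family ligands had 8 up and 6 down of 20 (8 up and 6 down adjusted over the list alone, camera adjusted p = 0.391). MHC class II and costimulation had 7 up and 1 down of 18 (6 up and 1 down adjusted over the list alone, camera adjusted p = 0.138). Pyroptosis and necroptosis genes had 5 up and 4 down of 11 (5 up and 4 down adjusted over the list alone, camera adjusted p = 0.348). NLRC4, an inflammasome sensor, rose with a log2 fold change of 2.88. Negative regulators of interferon signalling had 5 up and 5 down of 13 (5 up and 5 down adjusted over the list alone, camera adjusted p = 0.456). Neutrophil-attracting chemokines had 2 up and 3 down of 6 (2 up and 3 down adjusted over the list alone, camera adjusted p = 0.130).

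The study's own list holds the genes that it found specific to IFN-β and shared with its infection signature, 70 of them under distinct symbols. In that list, 62 of 69 rose, 1 fell and 6 were not called from 2 to 6 h (62 up and 1 down adjusted over the list alone, camera adjusted p = 2.75e-32 and 0.0991 with estimated correlation). From 6 to 24 h, 28 of 69 rose, 15 fell and 26 were not called (28 up and 15 down adjusted over the list alone, camera adjusted p = 0.0867). From 2 to 24 h, 62 of 69 rose, 3 fell and 4 were not called (62 up and 3 down adjusted over the list alone, camera adjusted p = 2.05e-27 and 0.137 with estimated correlation). It was chosen partly on these same libraries, so these counts are not independent evidence. With the genes of every other list left out, 30 genes were tested, of which 28, 16 and 28 rose and 0, 4 and 1 fell in the same order (camera adjusted p = 6.31e-17, 0.0241 and 3.48e-17, and 0.127, 0.734 and 0.120 with estimated correlation). GMPR, which converts GMP to IMP, rose from 8.71 ± 1.97 to 167 ± 43.6 CPM by 6 h and stood at 181 ± 17.4 CPM at 24 h. TNFSF18, a ligand of the TNF family, went the other way, from 164 ± 103 through 69.2 ± 23.1 to 16.7 ± 7.75 CPM.

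**Figure D3:**
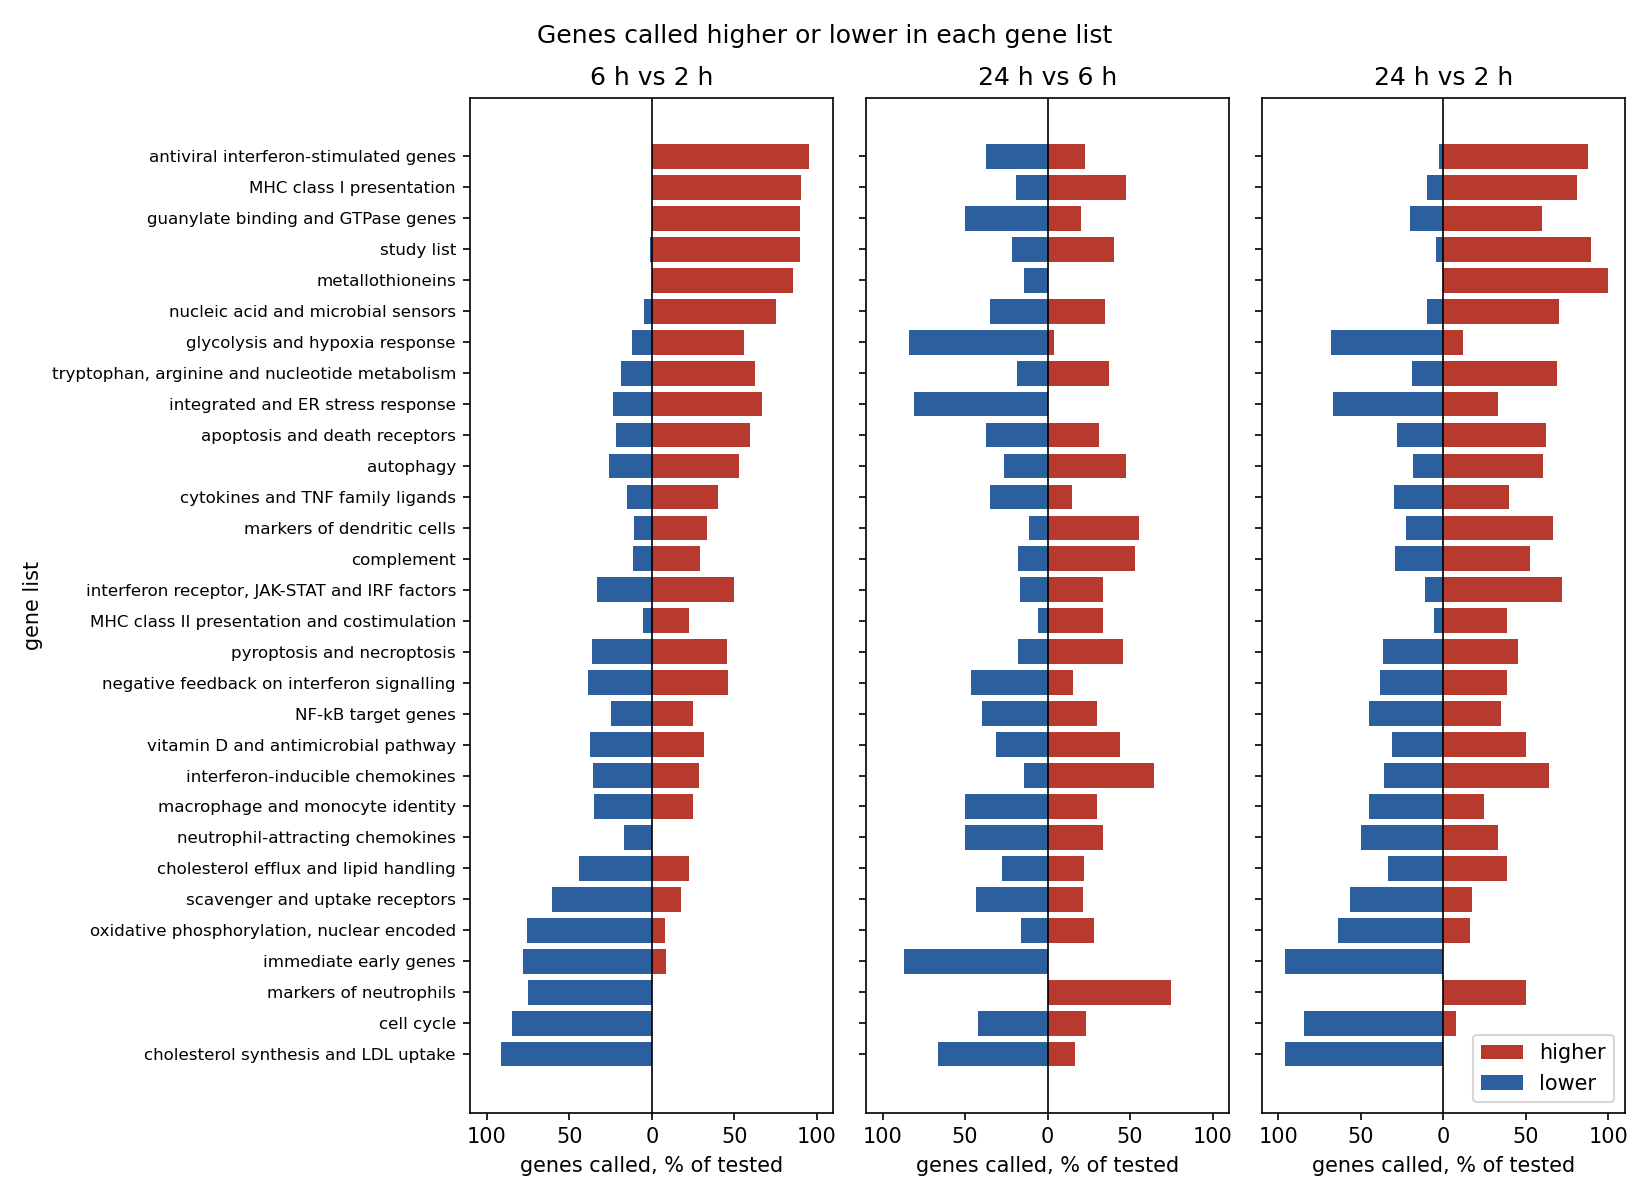
Number of genes called higher (to the right) or lower (to the left) in 30 gene lists with at least 4 tested genes, as a share of the genes tested in percent, for 6 h against 2 h, 24 h against 6 h and 24 h against 2 h. Antiviral genes lie to the right in the first and last panels, and immediate early genes lie mostly to the left in all 3.

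Camera compares a list with all other genes under a preset correlation between genes of 0.01. With a correlation estimated from the data, 3 calls held, which were the immediate early genes from 6 to 24 h and from 2 to 24 h and cholesterol synthesis from 2 to 24 h. All other calls of the fixed lists were lost under it. Another filter, scaling or model, or a donor or library left out, also ended the calls of glycolysis and hypoxia, cytokines, the receptor and JAK-STAT list and the ER stress list from 2 to 6 h, of neutrophil markers and complement from 6 to 24 h, and of dendritic cell markers, metallothioneins, scavenger receptors, complement, guanylate binding genes and B cell markers from 2 to 24 h. The libraries of 2 times were also regrouped at random and fitted alone. Up to 16, 17 and 18 lists then passed the preset threshold for 2 to 6 h, 6 to 24 h and 2 to 24 h. The real times gave 15, 8 and 16 in the same fits. Regroupings that part only some donors still compare 2 real times within those donors, so no conclusion is drawn from these numbers. For lists without a call, the sign of the median, the mean and the test did not always match, so no direction is given for them. From 2 to 6 h these were interferon-inducible chemokines, MHC class II, negative feedback, the vitamin D list and dendritic cell markers. From 6 to 24 h they were the antiviral, sensor and tryptophan lists, and from 2 to 24 h pyroptosis and necroptosis.

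Sorted by time course, 13328 of the 15668 genes (85.1%) changed at some time. The largest groups were the 3153 genes highest at 2 h and lowest at 24 h and the 3077 genes highest at 24 h and lowest at 2 h. The genes lowest at 6 h were 1952 with their highest level at 2 h and 1753 with it at 24 h. Those highest at 6 h were 1892 with their lowest level at 2 h and 1501 with it at 24 h. Genes called higher at 6 h and then lower at 24 h numbered 1641, such as RSAD2 at 2616 ± 641, 20278 ± 1771 and 8257 ± 1727 CPM at the 3 times. Others were IL1RN, the interleukin 1 receptor antagonist, at 6428 ± 932, 15361 ± 2391 and 4764 ± 484 CPM and HSPA5, an ER chaperone, at 574 ± 82.3, 1923 ± 600.3 and 295 ± 64.4 CPM. Both steps were at least 2-fold for 507 of them. The opposite course, lower at 6 h and then higher at 24 h, was that of 2113 genes, such as TLR8 at 133 ± 28.0, 54.5 ± 24.1 and 277 ± 60.2 CPM and MERTK, an uptake receptor, at 109.7 ± 21.0, 32.0 ± 7.10 and 93.7 ± 19.6 CPM, with 932 changing at least 2-fold both times. Lists of the same sizes drawn independently would share 1452.1 and 1558 genes. Both steps use the 6 h libraries. In 20 simulations without any change, edgeR gave 0 genes with either course. With no gene changed few calls can arise, so they cannot show what the shared libraries add among genes that do change. Another 1248 genes rose and 1214 fell at both steps, among them NUPR1 and FOSB, where independent lists would share 1542.8 and 1466.4. HSPA5 was chosen after its values were seen.

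**Figure D4:**
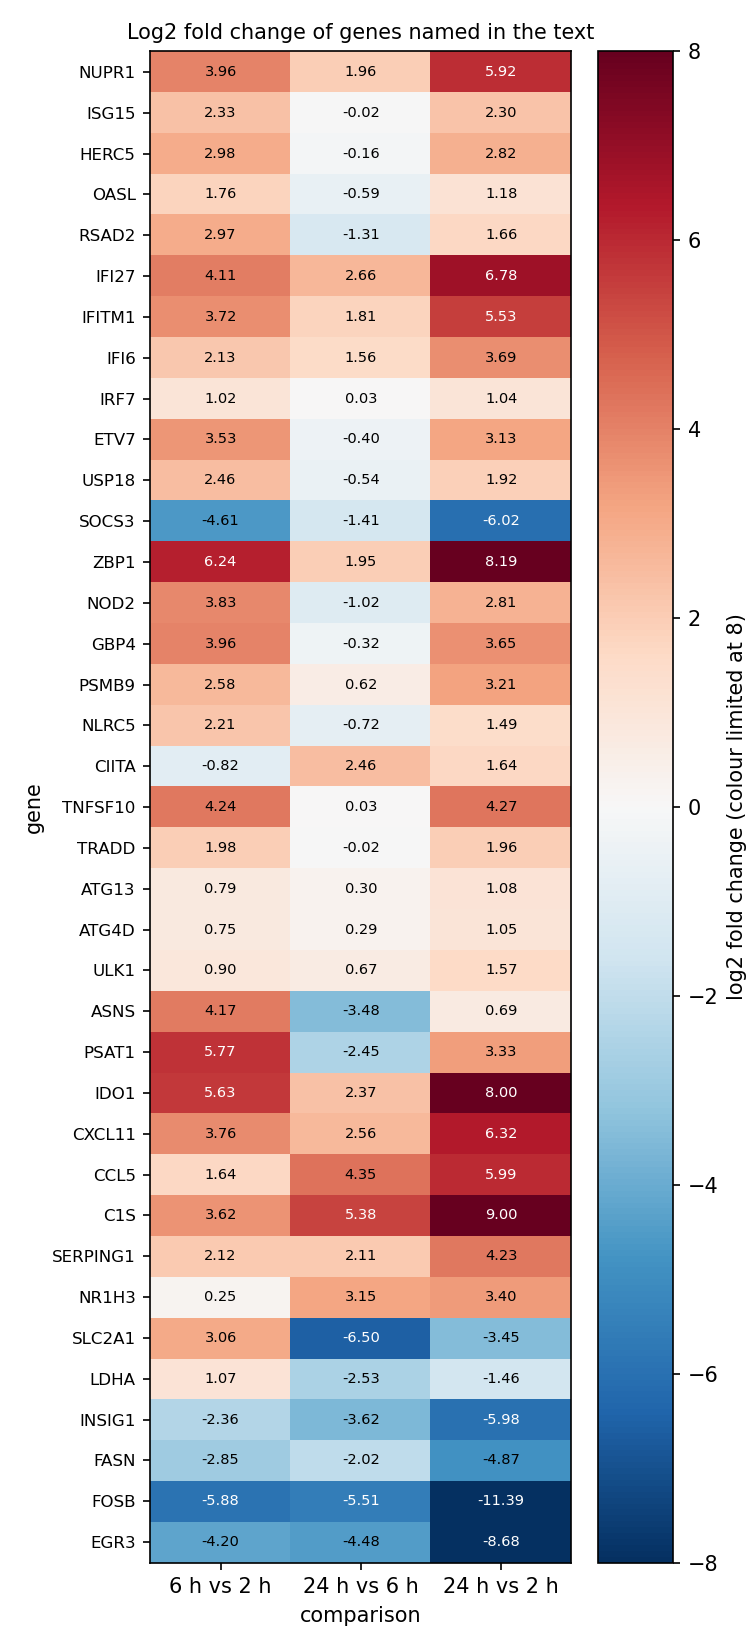
Log2 fold change of 37 genes named in the text for 6 h against 2 h, 24 h against 6 h and 24 h against 2 h, grouped by gene list and coloured from blue for lower to red for higher, with the value in each cell. NUPR1 is red in all 3 columns, and RSAD2 is red in the first and blue in the second.

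Most marker lists of other blood cells had few members with enough counts to be tested. Single members were well counted, such as IL7R of the T cell list at 167, 303 and 242 pooled CPM and CSF3R of the neutrophil list at 102, 72.6 and 87.0 pooled CPM at 2, 6 and 24 h. CSF3R was named after its values were seen. Of the erythroid markers and of the 10 interferon genes none had enough counts to be tested, and IFNB1 held 1, 1 and 8 counts in all at 2, 6 and 24 h. T cell markers had 3 of 11 members tested, with 1 up and 2 down from 2 to 6 h, 0 and 2 from 6 to 24 h, and 0 and 2 from 2 to 24 h. CD28 fell from 45.1 ± 16.5 to 1.85 ± 0.804 CPM, while CD3D held only 8, 4 and 3 counts. NK cell markers had 3 of 8 members tested, with 0 up and 1 down, then 1 and 0, and 1 and 1 from 2 to 24 h. Platelet markers had 3 of 7 tested, with 0 up and 0 down, then 2 and 0, and 2 and 1 from 2 to 24 h, and neutrophil markers 4 of 8, with 0 and 3, then 3 and 0, and 2 and 0. Of these lists only neutrophil markers were called, from 6 to 24 h (3 up and 0 down adjusted over the list alone, camera adjusted p = 0.0395 and 0.416 with estimated correlation). Dendritic cell markers had 9 of 11 tested, with 3 up and 1 down, then 5 and 1, and 6 and 2 from 2 to 24 h (6 up and 2 down adjusted over the list alone, camera adjusted p = 0.0354 and 0.344 with estimated correlation). LAMP3, made by mature dendritic cells, rose from 2.09 ± 0.642 to 78.5 ± 34.5 CPM, and CCR7, a homing receptor, from 2.88 ± 2.47 CPM at 6 h to 75.7 ± 19.4 CPM at 24 h. B cell markers had 3 of 8 members tested, with 2 up from 2 to 6 h, 1 up from 6 to 24 h and 2 up from 2 to 24 h (2 up and 0 down adjusted over the list alone, camera adjusted p = 0.0467 and 0.344 with estimated correlation). PAX5 stood at 79.5 ± 30.3 CPM at 24 h and FCRLA at 17.4 ± 12.6 CPM. The counts of CD79A, CD79B and MS4A1 pooled over the 24 h libraries came to 0.349, 0.242 and 0.0976 CPM.

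Some values are uncertain in themselves. Whether reads were counted by strand is not stated, so a gene cannot be told apart from a gene that overlaps it. Of the 247 genes under the naming rule that have a position, 36 have over 10% of their exonic bases covered by another annotated gene, among them NUPR1, IFI6, IFITM1, C1R, ATG4D, ATG7, CIITA, FAS, NLRC4, ASNS and NR4A1. The macrophage marker CD68 stood at 2.58 ± 0.420 CPM at 2 h, and 85.6% of its exonic bases lie under other annotated genes, so its level cannot be read as that of the gene. It was named after its values were seen. Genes with close copies, such as the IFITM, GBP and metallothionein families and SLC2A3, can share reads.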

Values the study reported

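The study reported a mean log10 fold change of 2.73 for NUPR1 with IFN-β and of 0.42 with IFN-γ, against a reference that is not among these samples. Genes specific to IFN-β were enriched 3.53-fold in its infection signature, with a -log10 p-value of 19.9 and 71 genes in the overlap. In infected macrophages it reported fold changes of 45.9 for NUPR1, 41.1 for ISG15, 24.4 for HERC5 and 24.2 for USP18. None of these is the same measure as the changes between times given above.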

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

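The tests of the mitochondrial mRNA to rRNA ratio and of the most abundant genes, the B cell test of PAX5, and the tests of exon length, time label, depth, platelets and other cell types in 24 h replicate 5 were chosen only after the results were seen. The regroupings of the libraries, the remaining PAX5 tests and the exon length test of the mitochondrial share were chosen before their own results were seen.

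In 213 groups of 5 libraries, made from library measures and from 66 genes given with their CPM, the gap between the outermost library and its neighbour was compared with the whole range. Above 0.71 a library counts as apart, and chance alone gives about 1 in 20 groups. The 15 groups given here passed it. The library 24 h replicate 5 had the lowest median Spearman correlation with the other libraries of its time, 0.961 against 0.983 to 0.987 in the other 4. It also had the highest share of counts from ribosomal protein genes, 0.693% against 0.330 to 0.353%. Among genes, the highest library stood apart for C1S at 2 h (0.753), CYP27B1 at 6 h (0.820), IFI6 at 24 h (0.738), IFIT5 at 6 h (0.773), IFITM1 at 2 h (0.870), INSIG1 at 24 h (0.788), IRF7 at 24 h (0.778) and SOCS3 at 24 h (0.787), with the gap as a share of the range in parentheses. The lowest library stood apart for AMBRA1 at 24 h (0.713), IFITM1 at 6 h (0.775), IRF7 at 2 h (0.740) and TOP2A at 2 h (0.746). For KCNJ10 at 6 h the share was 1.0, because the 3 counts of that group lay in 1 library. A gene in which the same donor stood apart at more than 1 time was left out of the list.

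Whether the number of genes called could arise from any grouping of the same libraries was looked at by regrouping the 10 libraries of each pair of times, fitted without the other time, in 80 ways, the real one included. For 6 h against 2 h, edgeR called 10296 genes in the real grouping and 0 in the highest of the other splits. For 24 h against 6 h the numbers were 8639 and 0, and for 24 h against 2 h 10176 and 0. Only 1 split, the real one, reached the real value each time. Most of the other splits put both libraries of some donors on one side. With the donor block fitted, such splits have fewer pairs to draw on and could hardly match the real one. No conclusion on chance is drawn from them. Of the splits that part all 5 pairs as the real one does, 9, 10 and 11 were drawn, which is too few for a share under 0.05. The real values there are the same and the highest other is 0. With the times permuted within each donor, the highest of the other permutations called 7458 genes at any time against 13328. Only the real order reached that number among 80, which makes chance unlikely but does not exclude it. For genes that rose and then fell, there were 1641 genes in the real order and 2027 in the highest other, 2 of 80 being as large with the real one included. This shows only that the times differ, not that this course is more common than chance would give. For gene lists chance is not excluded, but the splits of 2 times cannot decide it either way. A split that parts only some pairs still compares 2 real times within those donors, so lists that change with time can pass in it. Camera called 15, 8 and 16 lists in the 3 real groupings and up to 16, 17 and 18 in others, with 6, 35 and 9 of the 80 splits as large.

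The share of counts from the 13 mitochondrially encoded protein-coding genes fell between 2 and 24 h, with a mean log2 change of -1.21 (SD 0.08, n = 5 donors, lower in 5). Poorer recovery of all mitochondrial RNA would lower the mitochondrial rRNAs as well, but the ratio of mRNA to rRNA counts changed by -1.32 (SD 0.05, lower in 5 donors), which argues against it. In poly-A selected libraries the rRNA counts are a by-product of selection. Leaving 56 interferon-stimulated and most abundant genes out of the totals left a change of -1.15 (SD 0.07), so uptake of counts by those genes is not the whole cause. For 2837 nuclear genes of 200 to 1900 bases the median log2 fold change was -0.316, a smaller fall than that of the share. Their interquartile range of 1.60 is a spread between genes and not an error of the median. Across 15284 genes, exon length and log2 fold change had a Spearman correlation of 0.0719. A length effect as large as in the typical gene of this size is thus not the whole cause. A part played by exon length is not excluded. A change in mitochondrial transcripts with stimulation or with time in culture stays open and was not tested, because no unstimulated library is among the samples.

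PAX5 rose from 0.225 ± 0.142 CPM at 2 h to 72.0 ± 24.2 at 6 h and 79.5 ± 30.3 at 24 h (n = 5). B cells would bring their other abundant transcripts, but MS4A1, CD79A and CD79B together came to 0.688 CPM pooled over the 24 h libraries (148 counts), against 0.584 CPM at 2 h. The monocytes had been selected for CD14, which B cells lack. The highest CPM of a gene whose exons overlap those of PAX5 was 0.0119 at 24 h. The largest log2 fold change of a neighbour within 150 kb counted at 1 CPM or more was 1.68, that of ZCCHC7, against 8.49 for PAX5. ZCCHC7 was the only tested neighbour at that level. It lies on the plus strand and begins beyond PAX5, so it is transcribed away from PAX5. Its change therefore cannot test read-through into PAX5, which stays open. B cells and an overlapping gene are argued against by the values above. That macrophages transcribe PAX5 may be held as a hypothesis. It was drawn from these same libraries, and neither it nor any other biological explanation was tested.

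The library 24 h replicate 5 differed from the other 24 h libraries. Its deviation from them followed exon length across 7810 genes with a Spearman correlation of -0.518, while the largest absolute correlation of any of the other 14 libraries was 0.236. Genes are not independent replicates. A length-dependent effect such as RNA fragmentation is a candidate explanation. A wrong time label is argued against, since its highest correlation with a 2 h or 6 h library was 0.926 and its lowest with a 24 h library 0.958. Its total of 41.6 M counts lay inside the range of the other 24 h libraries. Markers of platelets had the largest median deviation of 6 marker lists, 1.33 on the log2 scale over 3 tested genes, and the next was 0.782. PF4, GP9, ITGA2B and TUBB1 came to 0.191 CPM together, pooled over the 24 h libraries, far below the 13.9 CPM of PPBP. The highest counts in any 24 h library were 2, 0, 2 and 11 for these 4 genes, while every 24 h library held at least 263 of PPBP. These limits hold for replicate 5 as well and argue against platelets. Whether cells of another type contributed cannot be told apart, although the monocytes had been selected for CD14. The other marker lists had only 3 or 4 tested genes, except that of dendritic cells with 9, whose median deviation was the 0.782 given above. No biological explanation was tested, since the design holds none for 1 library.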

How the results depend on the processing

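The alternatives were chosen before the data were examined, except the estimated correlation for the study list without genes of other lists, which was chosen after seeing the data. None reversed the direction of a result that was called in the main fit or in the alternative. Sign changes of results without a call were not counted. NUPR1 kept its calls at all 3 comparisons under every alternative run, and its log2 fold changes over the fits without 1 donor or 1 library ranged from 3.73 to 4.18, 1.71 to 2.17 and 5.59 to 6.18 for 6 h against 2 h, 24 h against 6 h and 24 h against 2 h.

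Of the counts of genes, those that moved by more than 1.5 times did so with stricter criteria. With only genes at 10 CPM or more in at least 5 libraries, 8436 genes were tested and the counts were 2976 higher and 2922 lower for 6 h against 2 h, 2798 higher and 2682 lower for 24 h against 6 h, 3249 higher and 3110 lower for 24 h against 2 h. At any time 7552 changed, 996 rose then fell and 1278 fell then rose. Fewer genes tested is the cause by construction. With a change of at least 3-fold as well, the counts were 1205 higher and 1347 lower for 6 h against 2 h, 1156 higher and 1162 lower for 24 h against 6 h, 1790 higher and 1819 lower for 24 h against 2 h. With both steps at least 2-fold, 507 rose then fell and 932 fell then rose. Both are smaller by construction.

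Without the donor block, which leaves the pairing of times by donor out of the fit, the counts were 4666 higher and 4615 lower for 6 h against 2 h, 4522 higher and 4168 lower for 24 h against 6 h, 5327 higher and 5093 lower for 24 h against 2 h. Of 401 results for single named genes, not all of which were called in the main fit, leaving out the block ended the call of 17. Among these were CXCL2 at 6 h against 2 h and CD28 and MT2A at 24 h against 6 h. Without the pairing, 2 gene list tests passed the threshold in addition and 2 no longer did. Upper quartile scaling, DESeq2 size factors, DESeq2, limma-voom, no filter, the 2 times alone and the totals without mitochondrial and ribosomal protein genes ended 3, 1, 1, 2, 4, 3 and 2 of those calls. Of the calls of gene lists, limma-voom, the filter at 10 CPM, no filter and the 2 times alone ended 8, 7, 5 and 3. Another filter, scaling or model, or a donor or library left out, also ended the calls of glycolysis and hypoxia, cytokines, the receptor and JAK-STAT list and the ER stress list from 2 to 6 h, of neutrophil markers and complement from 6 to 24 h, and of dendritic cell markers, metallothioneins, scavenger receptors, complement, guanylate binding genes and B cell markers from 2 to 24 h. With an estimated correlation 38 list tests lost their call, which is every call but those said above to hold. With fry, which asks another question, 39 more of the 102 list tests passed. The cause was not tested.

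Leaving out 1 donor ended the call of 17 named-gene results in at least 1 fit, and leaving out 1 library that of 15. No result with a call in either fit changed sign. Among list tests 7 and 7 lost their call in this way, with up to 5 in the fit without replicate 5 and 4 in that without its 24 h library. Of genes named in the report, MT2A lost its call at 24 h against 6 h, which the report does not use. No count moved by 1.5 times in these fits, and the counts were highest without 24 h replicate 5. The 2 times alone give no count of genes changed at any time, and camera was not run for DESeq2. Depth limits genes near the floor, such as CAMP, which could not be tested, while the 5 donors limit small changes.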

Other observations

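The pooled counts of the interferon genes themselves were near the floor. IFNE held 4, 15 and 37 counts over the 5 libraries at 2, 6 and 24 h, the most of the 10 interferon genes looked for, and IFNB1 held 1, 1 and 8. Exon length had only a weak rank correlation with the log2 fold change between times. Spearman correlations across genes were 0.0515 for 6 h against 2 h, 0.0443 for 24 h against 6 h and 0.0719 for 24 h against 2 h. Genes of 200 to 1900 bases nevertheless had a median log2 fold change of -0.316 for 24 h against 2 h (2837 nuclear genes). Over all tested genes the median was 0.01.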
